A study of Mus musculus with 6 samples. Its data were reported in "The long non-coding RNA Dali is an epigenetic regulator of neural differentiation" (2014).

How the data were processed

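RNA was measured in N2A cells, a mouse neuroblastoma line, after transient transfection of an expression construct (1.5 ug) for a short hairpin RNA (shRNA). One group of 3 samples received a non-targeting vector (control) and the other group of 3 samples received a construct directed against the long non-coding RNA Dali (Dali knockdown). RNA was taken 2.5 days after transfection, and 200 ng of it was labelled for an Affymetrix Mouse Gene 1.0 ST array, on which short probes along each transcript are combined into gene-level probe sets. Groups and replicate numbers 1 to 3 came from the sample labels. The series description calls the samples biological replicates but does not say which cultures or days they came from, so p-values measure the spread between these samples.

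The authors background corrected the probe intensities, quantile normalised the arrays and summarised each probe set by RMA, and the deposited values are on the log2 scale (2.76 to 14.8). Versions of these tools, and which arrays were normalised together, were not given in the sources used here. The values were not centred per gene, and array medians lay between 7.86 and 7.93. There were 35556 rows. An annotation table paired 21789 of them with 1 gene symbol and 1621 with several. The 12146 rows that it does not list were left unnamed here and out of the comparisons. No gene was named from a row with several symbols. Symbols were checked through Entrez numbers against a table of the GRCm38.p6 assembly, which changed 0 symbols. That table was also used to find the genes neighbouring Pou3f3, without printing coordinates, because the array annotation names no build. No probe set was annotated to Dali, and none named Pantr2, Fbn1 or Gapdh alone, so these genes were not analysed here.

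The normalisation, the use of limma and a filter on variance follow the methods of the study. The study names the genefilter package and a variance cut-off. Reading that cut-off as the median of the interquartile range, and removing unannotated rows before the filter, were choices made here. Of the 23410 probe sets with at least 1 gene symbol, the 11705 with an interquartile range over the 6 arrays above the median were kept. Knockdown and control arrays were compared with limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3. A probe set was called at a Benjamini-Hochberg adjusted p under 0.1 with a fold of at least 1.3 in either direction. Here "rose", "fell" and "changed" refer to called probe sets or lists. Pou3f3 and genes removed by the filter were taken from the same fit without it, and Pou3f3 was also tested by an exact permutation test, whose smallest two-sided p for 3 against 3 arrays is 0.1. Intervals are 95% intervals of the limma fit. The number of arrays limits the precision of every value.

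A total of 22 gene lists and 6 lists of markers of other cell types were written before the data were examined, as were the tests, thresholds, named-gene rule and most alternatives. They were not blind to the study, since its text and supplementary gene tables had been read, and cell cycle and DNA repair are categories that it reported on these samples. Lists were tested with camera of limma (preset correlation between genes 0.01) on 1 probe set per gene, the one with the highest mean, without the variance filter. A list was called at an adjusted p under 0.05 over the 22 lists. The value beside it is from camera with the correlation estimated from the residuals. An alternative was fry, which tests whether genes of a list move on balance one way without comparing them with other genes. Counts within a list are given over all probe sets tested and adjusted over the list alone.

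Genes were named by the following rule. Pou3f3, Pou3f1, Pou3f2, Pou3f4, Pantr1, E2f2, Dnmt1, Dlgap5, Hmgb2 and Nos1 were named whatever their values. The 12 largest rises and 12 largest falls were named among called probe sets in which all knockdown arrays lay beyond all control arrays, counting each gene once. Of each list, up to 4 called members with the largest change were named, or the 2 with the smallest p in the fit without the variance filter where none was called. Snord87, Snora44 and Pdgfrb were named afterwards, because limma called them with the replicate block.

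Arrays that share a replicate number deviated together from their group means. Over all annotated probe sets the correlation of these deviations was 0.14, 0.65 and 0.65 for numbers 1, 2 and 3. For number 1 this was not specific to the shared number, since control replicate 1 correlated more with knockdown replicate 2 (0.202). All were above 0.1, the bound set for treating the numbers from the labels as pairs. The fit with the replicate number as a block is therefore given beside a result where it changed the call or moved a count by over 1.5 times. The block leaves 2 residual degrees of freedom per probe set in place of 4.

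The procedure was tested on simulated data, 20 sets of 23410 probe sets drawn from the means and spreads of these arrays, with 200 probe sets changed in each. It recovered 37.4% of changes of log2 0.5 and 97.5% of changes of log2 1, with 100% of signs right. False calls made up 13.5% of all calls, which is above the nominal 10%. All 20 simulated lists of 40 probe sets shifted by 0.3 were called, and 1.25% of unchanged lists had a p under 0.05. These simulated genes were independent of each other, which real genes are not.

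Alternatives covered the variance and annotation filters, the number of probe sets per gene, thresholds, variance moderation, array weights, repeated quantile normalisation, median centring, the replicate block and leaving out each array in turn. Leaving out both arrays numbered 1, adding the first principal component as a covariate and combining the block with an estimated correlation were chosen after seeing the data. Figures were drawn with matplotlib 3.10.9.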

Results

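The transcriptome of N2A neuroblastoma cells was profiled on 6 arrays, 3 from cells given a non-targeting vector and 3 from cells given a Dali-targeting shRNA construct, to ask which genes respond when this long non-coding RNA is depleted. Dali is transcribed next to Pou3f3, which encodes a POU-domain transcription factor of the developing nervous system. Pearson correlations between arrays over annotated probe sets ranged from 0.9904 to 0.9975. The first principal component held 47.6% of the variance and did not separate the groups, although each knockdown array lay higher on it than the control array with its number. It placed control replicates 1 and 2 and knockdown replicate 2 on one side, and control replicate 3 and knockdown replicates 1 and 3 on the other.

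**Figure D1:**
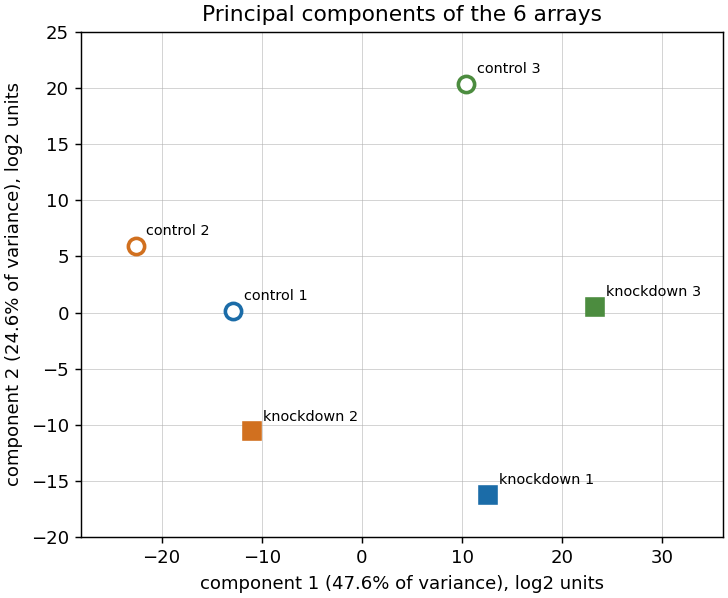
Principal components of the 6 arrays, with component 1 (47.6% of variance) on the horizontal axis and component 2 (24.6%) on the vertical axis, both in log2 units. Open circles are control and filled squares Dali knockdown arrays, coloured by replicate number. Component 1 ran from -22.6 for control replicate 2 to 23.3 for knockdown replicate 3, and each knockdown array lay to the right of the control array with its number.

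Whether the target itself was depleted in these samples was not analysed here, since 0 probe sets were annotated to Dali. Pou3f3 did not differ detectably between the groups. Its log2 value was 8.12 ± 0.14 (SD, n = 3) in control and 8.16 ± 0.27 (SD, n = 3) in knockdown cells. The difference was 0.04 (SE 0.14, limma adjusted p = 0.96, exact permutation p = 0.9). The 95% interval ran from -0.28 to 0.36, so that the largest reduction it holds is a change of -17.7%. Pou3f3 was lower in the knockdown array of 2 of the 3 pairs, and the difference was higher in the pair numbered 1 (0.35). In that pair Pou3f1 (0.16), a Pou3f2 probe set (0.46) and the medians of marker lists of other cell types (0.13 to 0.27) were also higher. The excess in that pair was therefore not specific to Pou3f3. Like Pou3f3, the other class III POU genes did not pass the test. Pou3f1 differed by -0.07 and Pou3f4 by -0.07 (limma adjusted p = 0.92 for both), and the 2 probe sets of Pou3f2 differed by 0.01 and 0.03 (0.98 for both). Pantr1, a non-coding RNA gene beside Pou3f3, had a difference of -0.18 (limma adjusted p = 0.62) with a lower value in each of 3 knockdown arrays than in its pair. It lay low on the arrays, at 5.86 ± 0.07 (SD, n = 3) in control cells.

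Genes near Pou3f3 showed no called change. Within 1 Mb there were 7 other probe sets, of which 2 were kept by the variance filter and 0 were called. These neighbours included Tgfbrap1, Nck2, Mrps9, Fhl2 and Gpr45, whose differences lay between -0.09 and 0.08. Within 5 Mb, 26 probe sets were tested and 0 were called by limma, against 1.14% of probe sets elsewhere (Fisher exact test, two-sided, p = 1 for both windows). With 26 tested, a share of that size would rarely show. With the replicate block 7.67% were called elsewhere and 0 of the 26 (Fisher exact test, p = 0.26).

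Dali knockdown changed 133 of 11705 probe sets, of which 43 rose and 90 fell. They name 126 genes, 39 higher and 87 lower. The arrays compare a single Dali construct with a single control vector, so other effects of that construct cannot be separated here from loss of Dali. The largest rise was in Myl9, a myosin regulatory light chain of contractile cells, at 2.39-fold (8.09 ± 0.22 in control and 9.35 ± 0.5 in knockdown cells, SD, n = 3, limma adjusted p = 0.012). Rrm2, the small subunit of ribonucleotide reductase, which makes deoxyribonucleotides, rose 1.91-fold (10.79 ± 0.19 to 11.72 ± 0.16, SD, n = 3, adjusted p = 0.012). Nasp, a histone chaperone, rose 1.85-fold, the histone gene H2bc4 1.83-fold and the chromatin remodeller Hells 1.77-fold. The mitotic kinase Pbk rose 1.74-fold, the replicative helicase subunit Mcm3 1.72-fold and Anp32b 1.70-fold. Cntd1, known for its part in meiotic crossing over, rose 1.66-fold. Kntc1 of the kinetochore checkpoint and Pola1, the catalytic subunit of DNA polymerase alpha, both rose 1.65-fold, and Gins1 of the replicative helicase rose 1.64-fold. E2f2, a transcription factor of the G1/S transition, rose 1.61-fold (9.27 ± 0.19 to 9.96 ± 0.19, SD, n = 3, adjusted p = 0.061).

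The largest falls went further than the rises. Fkbp14, a prolyl isomerase of the endoplasmic reticulum (ER), fell by 1.54 on the log2 scale (9.17 ± 0.51 to 7.63 ± 0.53, SD, n = 3, limma adjusted p = 0.012), which is 2.91-fold. Sdc3, a neuronal heparan sulfate proteoglycan, was 2.56-fold lower and Tgfb3, a transforming growth factor, 2.21-fold lower. Igfbp5, a binding protein of insulin-like growth factors, was 2.17-fold lower (10.18 ± 0.11 to 9.06 ± 0.08, SD, n = 3, adjusted p = 0.0024). The sodium channel gene Scn9a was 2.03-fold lower at one probe set and 1.52-fold lower at another. Creb3l2, a membrane-bound transcription factor of the secretory pathway, was 2.03-fold lower. The integrin gene Itga2 was 1.96-fold lower, Tmed3 of ER to Golgi transport 1.90-fold, the membrane-binding annexin gene Anxa2 1.87-fold and Nipsnap3b also 1.87-fold. Kdelr3, a receptor that returns proteins to the ER, was 1.84-fold lower and the mitochondrial gene Chchd10 1.82-fold. In total 7 called probe sets changed by 2-fold or more.

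**Figure D2:**
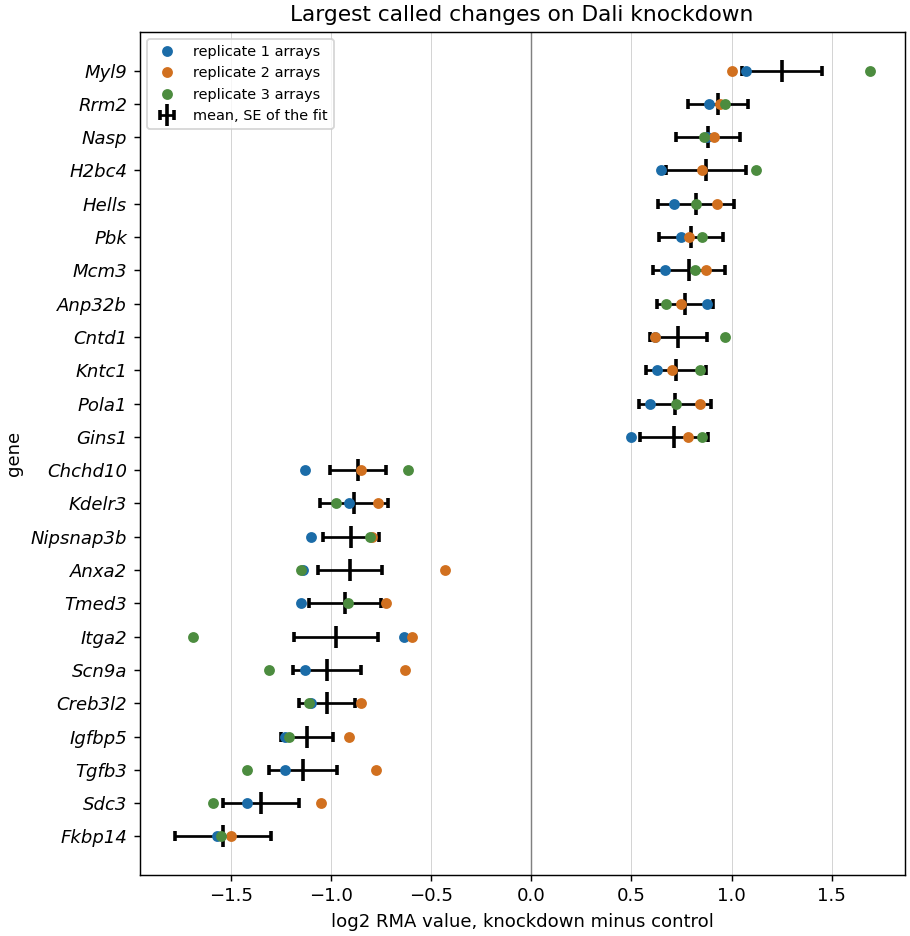
The 12 largest rises and 12 largest falls among called probe sets, with genes on the vertical axis and the difference of log2 RMA values, knockdown minus control, on the horizontal axis. Coloured points are the differences between arrays of one replicate number, and black bars are the mean with its SE from the fit. Each gene has its 3 points on one side of 0, from 1.25 for the mean of Myl9 to -1.54 for Fkbp14.

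In 132 of the 133 called probe sets all knockdown arrays lay beyond all control arrays, as did 18.4% of all probe sets tested, where chance gives 10%. An unadjusted p under 0.05 was found for 1488 probe sets, or 3596 with the replicate block, against 585 by chance. Both chance values take the arrays as independent and ignore the pairs. Among other splits of the 6 arrays into 3 and 3, those that part all pairs gave 44, 46 and 66. The highest count, 4089, came from a split that parts 1 pair. With the replicate number as a block, limma called 896 probe sets, 324 higher and 572 lower, which included all 133. The count also rested on the filter, with 41 called without it and 0 when rows without a gene symbol entered it. The count rested on single arrays, since leaving out knockdown replicate 1 gave 4, knockdown replicate 2 gave 508, and control replicates 1, 2 and 3 gave 53, 63 and 331. With each array centred on its median, 57 rose and 71 fell.

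**Figure D3:**
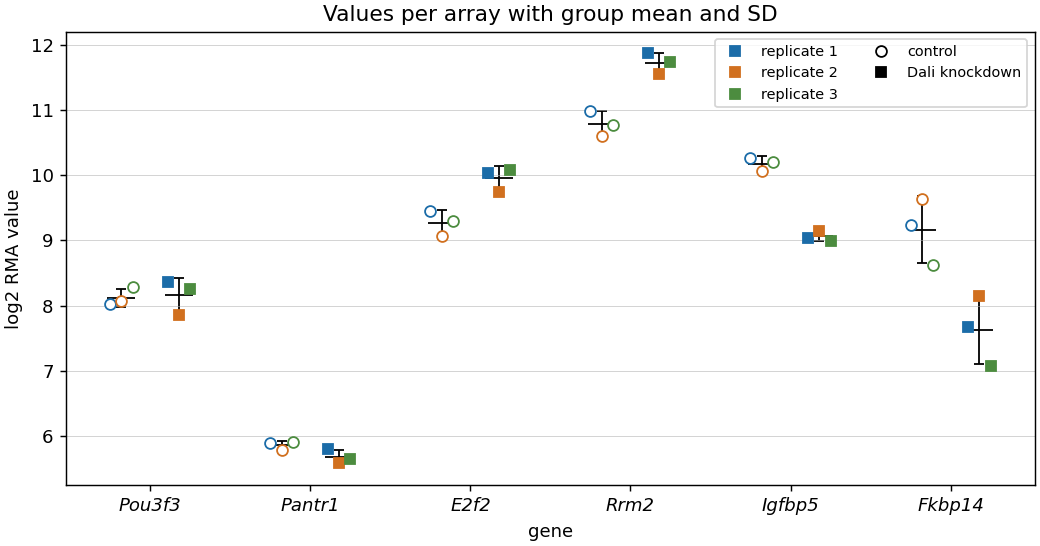
Log2 RMA values per array for 6 genes, with control arrays as open circles and Dali knockdown arrays as filled squares, coloured by replicate number. Horizontal bars are group means and vertical bars the SD (n = 3). The groups overlap for Pou3f3 (means 8.12 and 8.16) and stand apart for E2f2 (9.27 and 9.96) and Igfbp5 (10.18 and 9.06).

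Of Hmgb2, Dnmt1, Dlgap5 and Nos1, which like E2f2 were chosen beforehand, none was called. Hmgb2, a chromatin protein of dividing cells, had 4 probe sets with differences of 0.52 to 0.56 and limma adjusted p of 0.12 to 0.13. With the replicate block these were 0.011 to 0.012, past the threshold. The maintenance DNA methyltransferase gene Dnmt1 differed by 0.31 (adjusted p = 0.39) and the spindle gene Dlgap5 also by 0.31 (0.38), both higher in 3 of 3 pairs. Nos1, encoding neuronal nitric oxide synthase, differed by 0.02 (0.99).

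Genes for copying and dividing the genome rose together. Of 47 DNA replication genes measured, all 47 had a higher mean in knockdown cells, with a median difference of 0.42 (camera adjusted p = 2.8e-26, or 0.29 with the correlation between genes estimated). Of the 45 kept by the variance filter, 5 rose and 40 were not called. Those with the largest change were Rrm2, Mcm3, Pola1 and Gins1. Adjusted over the list alone, 28 passed, and with the replicate block 28 rose. Of 50 mitosis and spindle genes, 49 had a higher mean, with a median of 0.39 (4.5e-25, or p = 0.29 with the correlation estimated). Among the 5 that rose were the kinesin genes Kif15 (1.63-fold), Kif20b (1.62-fold), Kif11 (1.62-fold) and Kif2c (1.59-fold). The other 44 tested were not called, 26 passed adjusted over the list alone, and 26 rose with the replicate block. In homologous recombination and Fanconi anaemia repair, 33 of 36 genes had a higher mean, with a median of 0.38 (1.2e-15, or p = 0.29 with the correlation estimated). Fancd2 rose 1.62-fold, 28 tested genes were not called, 18 passed adjusted over the list alone, and 18 rose with the replicate block. Among 27 E2F and G1/S regulators E2f2 rose, 17 tested genes were not called, and the median was 0.11 (adjusted p = 0.00021, or 0.29 with the correlation estimated). Adjusted over the list alone 6 passed, and 6 rose with the replicate block. Of 26 replication-dependent histone genes, H2bc4 and H2bc8 (1.54-fold) rose and 12 were not called, with a median of 0.19 (1.3e-07, or p = 0.35 with the correlation estimated). Adjusted over the list alone 4 passed, and 4 rose with the replicate block.

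With the correlation between genes estimated from these arrays, none of these calls held. The estimated correlation was 0.77 for replication, 0.83 for mitosis, 0.47 for repair, 0.16 for E2F and 0.54 for histone genes, so genes of these lists moved together within the groups. That test also has few residual degrees of freedom, and p53 targets lost their call with it at a correlation of -0.015. The study reported cell cycle and DNA repair categories on the same samples, so the lists are not independent evidence of their direction. Together the replication, mitosis, repair and E2F lists hold 160 measured genes, and 12 of the 39 genes that rose were among them.

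**Figure D4:**
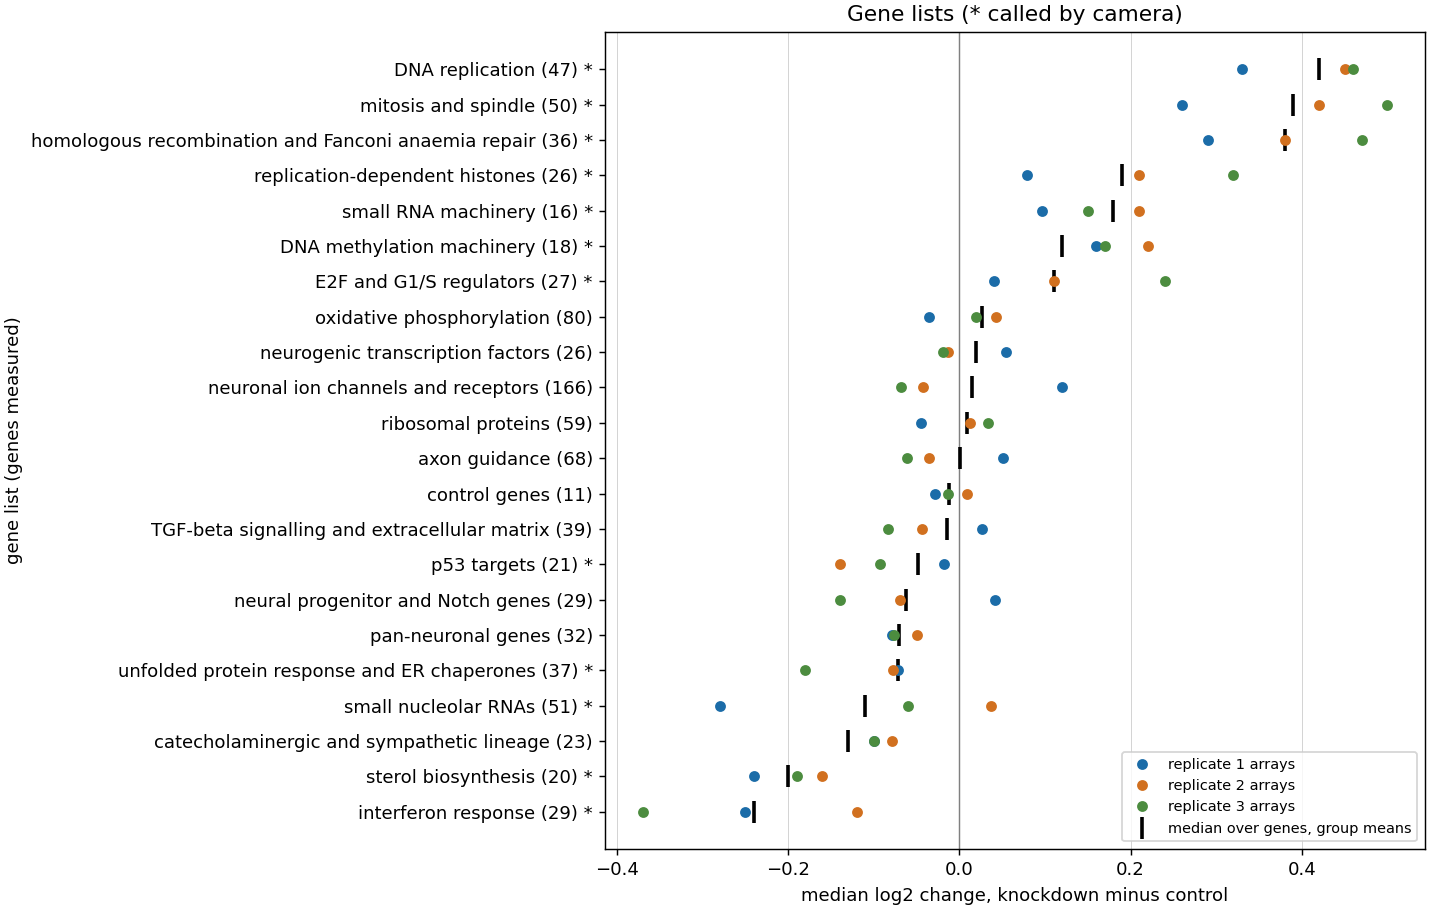
Median difference of log2 RMA values, knockdown minus control, over the genes of each of 22 lists (horizontal axis), with the number of genes measured after each name and an asterisk where camera called the list with its preset correlation. Coloured points are medians within arrays of one replicate number and black bars the median of differences between group means. DNA replication genes lie at 0.33, 0.45 and 0.46 in the 3 pairs, and small nucleolar RNAs at -0.28, 0.04 and -0.06.

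The list of DNA methylation and Polycomb genes and that of small RNA machinery genes also rose. Of 18 genes for DNA methylation, its removal and readout, and Polycomb repression (Ezh2, Eed and Suz12), 15 had a higher mean, with a median of 0.12 (camera adjusted p = 0.00033, or 0.29 with an estimated correlation). Its called members act in different ways. Hells, a remodeller needed for DNA methylation, rose, and so did Tet3 (by 0.54 on the log2 scale), a dioxygenase that oxidises methylated cytosine. The other 9 tested were not called, 5 passed adjusted over the list alone, and 5 rose with the replicate block. Of 16 small RNA machinery genes, 13 had a higher mean, with a median of 0.18 (0.00019, or p = 0.29 with an estimated correlation). Dicer1, the ribonuclease that cuts microRNA precursors, rose 1.51-fold (11.19 ± 0.10 to 11.78 ± 0.07, SD, n = 3, limma adjusted p = 0.066). The other 9 tested were not called, 2 passed adjusted over the list alone, and 2 rose with the replicate block.

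The lists of unfolded protein response, sterol biosynthesis, interferon response, p53 target and small nucleolar RNA genes were called as lower. Of 37 genes of the unfolded protein response and ER chaperones, 31 had a lower mean, with a median of -0.07, or -0.04 with median centring (camera adjusted p = 1.5e-05, or 0.38 with an estimated correlation). Kdelr3 fell, and so did Ganab, a glucosidase subunit that trims glycoproteins in the ER (1.72-fold, limma adjusted p = 0.024). The other 19 tested were not called, 3 passed adjusted over the list alone, and 4 fell with the replicate block. Of 20 sterol biosynthesis genes, 17 had a lower mean, with a median of -0.20 (4.3e-06, or p = 0.29 with an estimated correlation), and 0 of 16 tested were called, or 1 lower with the replicate block. Nsdhl differed by -0.36 and Tm7sf2 by -0.33 (limma adjusted p = 0.24 and 0.30). Of 29 interferon response genes, 23 had a lower mean, with a median of -0.24 (0.00019, or p = 0.42 with an estimated correlation). None of the 24 tested was called by limma, 5 passed adjusted over the list alone, and 9 fell and 1 rose with the replicate block. Irf9 differed by -0.51 (limma adjusted p = 0.14, or 0.013 and past the threshold with the replicate block) and Ifit2 by 0.35. This list was not called without knockdown replicate 3 (adjusted p = 0.16). Of 21 p53 targets, Ccng1 fell 1.56-fold and 15 were not called, with a median of -0.05, or -0.02 with median centring (0.012, or p = 0.29 with an estimated correlation) and 4 lower and 1 higher adjusted over the list alone. Among them 5 fell and 1 rose with the replicate block. Without control replicate 2 its adjusted p was 0.074. Of 51 small nucleolar RNAs, which guide modification of ribosomal RNA, 41 had a lower mean, with a median of -0.11 (3e-04, or p = 0.43 with an estimated correlation). None of 32 tested was called and 0 passed adjusted over the list alone. Of these, 2 fell with the replicate block, Snord87 (by 0.52 on the log2 scale, limma adjusted p = 0.033) and Snora44 (by 0.51, 0.019). Of the members with the smallest p without the variance filter, Snord49b differed by -0.29 and Snord85 by 0.26, the latter against the direction of the list. Without knockdown replicate 1 the adjusted p of this list was 0.36. With the first principal component as a covariate the interferon (adjusted p = 0.92), p53 (0.31) and small nucleolar RNA (0.58) lists were not called. Their medians then were -0.01, -0.09 and -0.07. The median of the p53 list had not shrunk, but its quartiles moved up, from -0.38 and 0.013 to -0.20 and 0.094. The sterol list (median -0.20 to -0.094) and the histone list (0.19 to 0.092) stayed called with smaller medians. Medians grew for the E2F (0.11 to 0.14), unfolded protein response (-0.07 to -0.11) and DNA methylation (0.12 to 0.21) lists.

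Lists of neuronal genes and of the extracellular matrix were not called as groups, although single members changed. Among 166 genes of the neuronal ion channel and receptor list, 4 fell, 89 were not called and 73 were removed by the filter. The list holds whole symbol families, such as Kcnj, Scn and Chrn, so not all members need be neuronal. Those that fell were Scn3b, a sodium channel beta subunit (1.72-fold), P2rx3, an ATP-gated channel of sensory neurons (1.71-fold), Trpc7 (1.53-fold) and Scn9a. The list had a median of 0.02 but a mean of -0.02 (camera adjusted p = 0.66), and 5 lower and 2 higher passed adjusted over the list alone. Of these genes 8 fell and 2 rose with the replicate block. In the TGF-beta and extracellular matrix list, Tgfb3, Itga2, the receptor gene Tgfbr1 (1.60-fold) and the matrix gene Tgfbi (1.57-fold) fell and 22 were not called (list adjusted p = 0.055, or 0.042 with the replicate block, 5 lower adjusted over the list alone). Of the catecholaminergic and sympathetic list, Ache, which encodes acetylcholinesterase, fell 1.68-fold, Ddc, which encodes DOPA decarboxylase, rose 1.60-fold and 15 were not called (0.073, or 0.031 with the replicate block). Adjusted over that list alone, 2 lower and 1 higher passed, and with the replicate block 3 fell and 1 rose. Neither blocked call held with an estimated correlation, where p was 0.53 and 0.44. Other settings called these lists too, TGF-beta among genes kept by the filter (0.016) and with median centring (0.034), and the catecholaminergic list with median centring (0.044). The pan-neuronal list was called with array weights (0.036) and, like the TGF-beta (0.0073) and catecholaminergic (0.030) lists, without knockdown replicate 2 (0.036). Without control replicate 1 the TGF-beta (0.013), catecholaminergic (0.045) and Notch (0.042) lists were called, and without control replicate 3 the pan-neuronal list (0.050). Without both arrays numbered 1 the TGF-beta (0.041) and ion channel (0.041) lists were called as lower. Hey2, a Notch target, fell 1.61-fold, and the other 18 tested progenitor and Notch genes were not called (0.097, 1 lower adjusted over the list alone, 2 with the replicate block). No tested member was called by limma among pan-neuronal genes (16 tested of 32 measured), axon guidance genes (42 of 68) and neurogenic transcription factors (12 of 26). Over all measured genes the list adjusted p was 0.096, 0.29 and 0.95. Adjusted over the list alone, 1 pan-neuronal gene, 1 axon guidance gene and 0 neurogenic factors passed. Dpysl3 and Nefh differed by -0.39 and 0.33, Sema4c and Efna1 by -0.46 and -0.58, and Sox11 and Insm1 by 0.33 and 0.35. With the replicate block limma called Dpysl3 (adjusted p = 0.023) of the pan-neuronal genes and 3 axon guidance genes, among them Sema4c (0.016) and Efna1 (0.0091). The axon guidance list had a median of 0.00 and a mean of -0.04.

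Genes used throughout the cell moved little. The median difference was 0.01 for 59 ribosomal protein genes, 0.03 for 80 oxidative phosphorylation genes and -0.01 for 11 control genes, with camera adjusted p of 0.96, 0.68 and 0.92. The sign for the control genes was positive after either rescaling. No tested member was called by limma in these lists, over all probe sets or adjusted over the list alone. Rps12 and Rpl41 differed by 0.10 and -0.09, Ndufb2 and Ndufs1 by -0.40 and 0.24, and B2m and Tubb5 by -0.17 and 0.11. With the replicate block limma called 2 lower and 1 higher oxidative phosphorylation genes, among them Ndufb2, a subunit of complex I (adjusted p = 0.030). That list was called as higher without knockdown replicate 1 (camera adjusted p = 0.026) and without both arrays numbered 1 (0.018).

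Markers of fibroblasts, Schwann and glial cells, leukocytes, endothelium, epithelium and embryonic stem cells gave no call, with camera adjusted p of 0.92 for each of the 6 lists. Their median differences lay between 0.01 and 0.10, but the pairs went opposite ways. In the pair numbered 1 all 6 medians were higher (0.13 to 0.27), and in the other 2 pairs all were lower, down to -0.10. The highest marker levels in each list were those of Pdgfrb (9.28), Erbb3 (8.90), Cd68 (7.65), Pecam1 (8.67), Krt8 (8.67) and Klf4 (8.70). Limma called 1 marker gene with the replicate block, Pdgfrb, at -0.61 (adjusted p = 0.013).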

Values the study reported

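The study reported that 270 genes changed significantly on transient Dali knockdown at a false discovery rate under 10%, after the shRNA had lowered Dali by about 70%. For 14 of 15 such genes it reported differential expression of similar size by RT-qPCR and with other shRNA constructs. Pou3f3 was reported as about 40% lower in separate RT-qPCR assays at 72 hr, in which Dali was 60–70% lower on average. Stable Dali knockdown clones were also reported to have lower Pou3f3, by up to about 40% and by less in some. The transcript AK011913 was reported to fall by about 55%. Induction of Dali in embryonic stem cells was reported to raise Pou3f3 and to lower E2f2 by about 40%.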

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

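Of 14 other filters, cut-offs, fits and scalings, 6 kept the count of 133 within 1.5 times. Limma called 41 probe sets without the variance filter, 32 at an adjusted p under 0.05, 385 with robust moderation, 1148 with array weights and 896 with the replicate block. It called 0 when all deposited rows entered the filter (1597 with an unadjusted p under 0.05) and 0 when treat tested against 1.3-fold (81). Ordinary t statistics gave 1. Leaving out each array in turn gave 4 to 508, and only without knockdown replicate 3 (117) did the count stay within 1.5 times. Without both arrays numbered 1, chosen after seeing the data, it was 0 (479 with an unadjusted p under 0.05), and with the first component as a covariate, also chosen afterwards, it was 499. The cause was not tested. Median centring moved the share of falls from 67.7% to 55.5%. Pou3f3 was not called under any of 13 alternatives (limma adjusted p from 0.49). Its small difference changed sign in 4 of them, with -0.063 to 0.19 over the arrays left out in turn and -0.12 without both arrays numbered 1. The cause was not tested. The 12 called lists fell to 0 with an estimated correlation (3 lists with an unadjusted p under 0.05), to 0 with fry (6) and to 0 with an estimated correlation in the replicate block (0). Under the other alternatives 9 to 15 were called. The mixed form of fry, which ignores direction, called 7. Of the 44 named probe sets that were called, 0 changed sign under any alternative run on them, 30 were no longer called without the variance filter, 10 after repeated quantile normalisation, 41 without knockdown replicate 1 and 44 without both arrays numbered 1. Among the genes and lists named, the replicate block changed no other call than those given beside the result. The window of 5 Mb around Pou3f3 gave 0 called, as did 1 Mb.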

Other observations

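The families described here, and all tests of explanations other than counts over other splits, were chosen after the results were seen. Genes sharing a symbol stem were tested as 453 families of at least 6 genes, of which camera called 6. All 20 Nup genes, which encode subunits of the nuclear pore, had a higher mean in Dali knockdown cells, with a median difference of 0.23 (camera adjusted p = 3.3e-08, or 1 with an estimated correlation) and 0.22, 0.24 and 0.28 in the 3 pairs. Nup155 differed by 0.37, Nup50 by 0.35, Nup107 by 0.40 and Nup133 by 0.44, and none was called alone (limma adjusted p = 0.21 to 0.27). Of 37 Cep genes, many of them for centrosome proteins, 29 had a higher mean, with a median of 0.10 (0.024, or 1 with an estimated correlation), among them Cep192 (0.47). Of 10 genes with the stem Camk, of calmodulin-dependent kinases and their regulators, 9 had a lower mean, with a median of -0.22 (0.0093, or 1 with an estimated correlation). Camk1d differed by -0.45 and Camk2g by -0.41. All 7 genes with the stem Gstm, of glutathione transferases, had a lower mean, with a median of -0.47 (0.065, or 1.5e-05 with the replicate block and 1 with an estimated correlation). The other families called were Mcm (median 0.58, 1.2e-05), Cdca (0.28, 0.012) and Snord (-0.12, 0.020), and with the block also Lgals (-0.16, 0.10, or 0.040 with it). None of these was called with an estimated correlation. The Snord medians were -0.32, -0.0063 and -0.069 in the 3 pairs. All 31 Snord genes and 7 of the 10 Mcm genes were in lists fixed beforehand. With the replicate block limma also called Nup107 (adjusted p = 0.020), Nup133 (0.019), Cep192 (0.013), Camk1d (0.018) and Camk2g (0.026). The directions of all these families held after repeated quantile normalisation and after median centring, for Gstm with medians of -0.45 and -0.44. With an estimated correlation 0 of the 453 families were called. Of the 126 genes that changed, 95 were in no list fixed beforehand.

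The number of genes changed here was 126. That is lower than the value quoted from the study above. The count depended on the reading of the variance filter, with 41 probe sets without it and 0 when all deposited rows entered it. Other fits raised it, to 896 probe sets with the replicate block, 1148 with array weights and 385 with robust moderation. Whether the count lay below the value of the study therefore depended on the fit. Pou3f3 was 2.8% higher here, with an interval from -17.7% to 28.3%. The lower end of that interval is a smaller reduction than the RT-qPCR value quoted above for transient knockdown. That value came from other transfections, with several constructs and after 72 hr, and from another assay. The study also reported reductions smaller than that value in some stable clones. On the arrays Pou3f3 lay at percentile 47.1 of levels. It was below some markers of other cell types, such as Klf4 (8.70), though above Cd68 (7.65). How the probe set responds at that level was not tested, so the interval does not exclude a larger reduction in the cells. Without the arrays numbered 1 the Pou3f3 difference was -0.12 on the log2 scale. Among 12146 rows without a gene symbol, limma called 0 of 6073 tested, and 304 had an unadjusted p under 0.05, where chance gives 304, or 452 with the replicate block.

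The first pattern is the number of changed probe sets. The 10 splits of 6 arrays into 3 and 3 are too few for a share under 0.05, and the real split gave 133, the highest other 741, and 3 splits at least 133, the real one included. The split with 741 points to a structure of the samples, but it follows the 2 sides of the first component, so this count restates that component. The 3 other splits that part all 3 pairs gave 0 each. With the component as a covariate 126 of the 133 remained called. The 133 were selected for a difference between the groups, which the component did not separate, so the 126 alone decide little. The count over all probe sets tested, which was not selected in this way, was 499 with the covariate. The covariate was computed from the same arrays and held 47.6% of their variance, so adding it also lowers the residual spread. A higher count can follow from that alone, so it does not decide whether the component caused the number. What produced the number, and what produced the component, stays open. Effects of the construct other than loss of Dali were not tested.

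The second pattern is the rise of the replication, mitosis and repair lists. With the first component as a covariate their medians were 0.28, 0.35 and 0.30, and the smallest lower quartile was 0.13, which argues against that component as the whole cause. Genes of these lists moved together within the groups (estimated correlations 0.77, 0.83 and 0.47), but whether this accounts for the rise stays open, since the test that allows for it (adjusted p = 0.29 at the lowest) also ended the call of p53 targets, with a correlation of -0.015. Array medians of the groups overlapped in the mitosis list and in neither other list, and all 3 lists were higher in each pair. The real split called 12 lists and the highest other 13, and 3 of the 10 splits, too few for a share under 0.05, called at least 12, among them 1 of the 3 others that part all pairs, while effects of knockdown on proliferation and of cell density were not tested and stay open.

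The third pattern is the fall of the interferon and small nucleolar RNA lists. With the first component as a covariate the interferon median went from -0.24 (quartiles -0.44 and -0.04) to -0.013 (-0.17 and 0.13), and the call ended (adjusted p = 0.92) because the change itself shrank. The component rose with knockdown in all 3 pairs, so the covariate also takes up knockdown effects, and the 2 cannot be told apart here. The small nucleolar RNA median was -0.28 in the pair numbered 1 and -0.031 without it (adjusted p = 0.53), but that pair was left out because it stood out, so this decides nothing about those arrays. A knockdown effect on either list stays open.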
